# Microarray analysis of genes associated with cell surface NIS protein levels in breast cancer

**DOI:** 10.1186/1756-0500-4-397

**Published:** 2011-10-11

**Authors:** Sasha J Beyer, Xiaoli Zhang, Rafael E Jimenez, Mei-Ling T Lee, Andrea L Richardson, Kun Huang, Sissy M Jhiang

## Abstract

**Background:**

Na^+^/I^- ^symporter (NIS)-mediated iodide uptake allows radioiodine therapy for thyroid cancer. NIS is also expressed in breast tumors, raising potential for radionuclide therapy of breast cancer. However, NIS expression in most breast cancers is low and may not be sufficient for radionuclide therapy. We aimed to identify biomarkers associated with NIS expression such that mechanisms underlying NIS modulation in human breast tumors may be elucidated.

**Methods:**

Published oligonucleotide microarray data within the National Center for Biotechnology Information Gene Expression Omnibus database were analyzed to identify gene expression tightly correlated with NIS mRNA level among human breast tumors. NIS immunostaining was performed in a tissue microarray composed of 28 human breast tumors which had corresponding oligonucleotide microarray data available for each tumor such that gene expression associated *w*ith cell surface NIS protein level could be identified.

**Results and Discussion:**

NIS mRNA levels do not vary among breast tumors or when compared to normal breast tissues when detected by Affymetrix oligonucleotide microarray platforms. Cell surface NIS protein levels are much more variable than their corresponding NIS mRNA levels. Despite a limited number of breast tumors examined, our analysis identified cysteinyl-tRNA synthetase as a biomarker that is highly associated with cell surface NIS protein levels in the ER-positive breast cancer subtype.

**Conclusions:**

Further investigation on genes associated with cell surface NIS protein levels within each breast cancer molecular subtype may lead to novel targets for selectively increasing NIS expression/function in a subset of breast cancers patients.

## Background

The Na^+^/I^- ^symporter (NIS) (also known as SLC5A5, solute carrier family 5 member 5) is a transmembrane glycoprotein that uptakes iodide into the thyroid follicular cells for the biosynthesis of thyroid hormones. Accordingly, radioiodine has been used to ablate thyroid tumors and metastases. NIS is induced in the breast during lactation to accumulate iodide for the nursing infant to synthesize its own thyroid hormones [1,2]. NIS has also been detected in the majority of breast tumors, raising promise for radionuclide therapy of breast cancer [3-6]. However, only a minority of NIS-positive breast tumors had detectable radionuclide accumulation [4-6], indicating that strategies for selectively increasing cell surface NIS expression are critical for realizing radionuclide therapy of breast cancer patients.

Mechanisms underlying NIS modulation in human breast cancer are poorly understood. NIS expression is increased in breast tumors [3], suggesting that NIS expression is correlated with malignant transformation. However no biomarkers of breast cancer progression such as breast tumor subtype, hormone receptor status, or tumor grade [3,7-9] have been reported to correlate with NIS protein levels among tumors. The MCF-7 cell line is the only human breast cancer cell line with inducible endogenous NIS expression. Kogai *et al. *[10] first reported that trans-retinoic acid (tRA) induces NIS mRNA in MCF-7 cells at the transcriptional level. Moreover, a combination of tRA and hydrocortisone (tRA/H), further increases tRA-induced NIS expression/function in MCF-7 cells [11-15], most likely by increasing NIS mRNA stability [11]. While NIS induction by tRA has been observed in MCF-7 cell xenografts *in vivo *[12], normal mammary glands of mice [13], and the PyVT transgenic mouse model [12], Kogai et *al. *[11,12] stated that the dose of tRA required for maximum NIS induction in MCF-7 cell xenografts *in vivo *was ten-fold greater than the maximum tolerable tRA dose in humans. In this study, we aimed to identify biomarkers that correlate with NIS expression in order to elucidate mechanisms of NIS regulation in human breast tumors such that novel strategies for selectively increasing NIS expression/function in breast cancers patients can be developed.

## Methods

### Publicly Available Oligonucleotide Microarray Datasets

Published microarray datasets from NCBI GEO database [16] (http://www.ncbi.nlm.nih.gov/geo/) that detected genome wide expression in breast tumors were examined in our analysis: GSE3744 [17] (Affymetrix HG U133 Plus 2.0 Array); GSE10797 (unpublished, HG U133 Plus 2.0); GSE1561 [18] (Affymetrix HG U133A Array); GSE6367 [19] (Affymetrix HG U95Av.2); GSE6434 (unpublished data, Affymetrix HG U95A); GSE3155 [20] (Agilent-012391 Whole Human Genome Oligo Microarray and Applied Biosystems Human Genome Survey Microarray Version 1); GSE6861 [21] (Affymetrix Human X3P Array); GSE14548 [22](Affymetrix Human X3P Array).

### Cell Culture and RNA Extraction

MCF-7 human breast cancer cells were maintained in a 1:1 ratio of DMEM and Ham's F-12 media (Gibco), 10% FBS (Invitrogen) and 1% penicillin/streptomycin. MCF-7 cells were treated with DMSO vehicle, tRA, or tRA/H for 12 hours, and total RNA was extracted with Trizol reagent (Invitrogen) and chloroform (Sigma).

### Generation of microarray data and real-time qRT-PCR

RNA integrity and quantity were determined by the Agilent Bioanalyzer 2100 by the MicroArray Shared Resource (MASR) for the OSU Comprehensive Cancer Center (OSUCCC). The MASR performed sample preparation and labeling, chip hybridization and staining, chip scanning and initial image analysis according to Affymetrix instructions. Briefly, cRNA was generated using GeneChip T7-Oligo(dT) Promoter Primers kit and the raw data was generated with Affymetrix GeneChip Operating Software on a Human Genome U133 plus 2.0 Affymetrix platform. Raw microarray data from MCF-7 breast cancer cells treated with DMSO, tRA and tRA/H are included on the GEO database (GSE32161).

Quantitative RT-PCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems). NIS was amplified with primers: 5'-CCGGATCAACCTCATGGACT-3' and 5'-CTGAGGGTGCCACTGTAAG-3'. Human GAPDH was amplified with primers: 5'-CATCATCTCTGCCCCCTCTGCTG-3' and 5'-GCAATGCCAGCCCCAGCGTCAAAGG-3'. PCR using the ABI 7900HT instrument (Applied Biosystems) was performed by OSUCCC Nucleic Acids Shared Resource.

### Breast tumor tissue microarray with corresponding, pre-existing microarray data

A breast tumor tissue microarray composed of 28 tumors of various histological and molecular subtypes was previously described by Lu *et al. *[23] (GEO database, GSE5460). Briefly, all samples were cases of primary tumors from untreated breast cancers with known axillary lymph node status. Information on invasive tumor subtype, molecular subtype, estrogen receptor (ER) status, progesterone receptor (PR) status, Her-2/neu status, p53 status, Bloom-Richardson grade and the presence of lymph node metastases were also obtained for each tumor, as described by Lu *et al. *[23]. Each tumor had available corresponding gene expression data from the HG-U133 Plus 2.0 microarray platform.

### Immunohistochemistry

Immunohistochemistry was performed as described by our previous study [24]. Tissues were incubated with either p442 anti-hNIS (1:25) or anti-CARS (Sigma, 1:500) primary antibodies for one hour. The level of cell surface NIS protein in each case was scored on a scale of 0, 1+, 2+ and 3+, using criteria analogous to the evaluation of Her-2/neu staining. For CARS protein, tumors scored as 0 or 1+ were considered negative and tumors scored as 2 or 3+ were considered positive.

#### Statistical Analyses

##### Oligonucleotide microarray analysis

For all the microarray studies, background correction and normalization was performed and gene expression level was summarized over probes using the RMA method [25]. Normalized data sets are included on the GEO database (GSE32161). A filtering method based on the percentage of samples with expression values above noise level was applied to filter out probe-sets with little or no expression. Generalized linear models based on Limma [26] were used to detect differentially expressed genes between NIS "0" and NIS "2+ and 3+" breast tumor groups, as well as between DMSO-, tRA- or tRA/H-treated MCF-7 cells. In order to improve the estimates of variability and statistical tests for differential expression, a variance shrinkage method was employed [27]. The differentially expressed genes were claimed based on the p-values by controlling the average number of false positives at 1 [28] over all the tested probe sets. Fold changes of at least 1.5 were used to further reduce the list of significant probe sets after controlling the number of false positives. In order to detect NIS-associated genes, Spearman rank correlation and/or Pearson correlation method was applied using the normalized and filtered microarray data. Genes with absolute correlation coefficients greater than 0.6 and p-values above the significance level (controlling 1 false positive over all the tested probe-sets) were selected. Differentially expressed genes or NIS correlated genes were subjected to hierarchical clustering using Euclidean distance based on their relative expressions and average linkage clustering method using software MEV [29].

##### Bioinformatics Tools

After NIS-associated genes were identified by Linear Models, Pearson correlation and Spearman correlation analyses, bioinformatics tools were used for data analysis. Ingenuity Pathway Analysis (Ingenuity Systems) allowed us to identify cell signaling pathways or functional categories that were over-represented among the NIS-associated genes. Ingenuity Pathway Analysis also compared and contrasted gene lists identified by each statistical method, as indicated by Venn diagrams. ToppFun was also used to determine whether the identified NIS-associated genes were regulated by a common transcription factor [30].

##### Correlation studies

Fisher's exact test was used to test the association between cell surface NIS protein levels and HER-2 status, tumor type, ER status, PR status, p53 mutation status, and CARS protein.

## Results

### NIS mRNA levels detected by HG U133A oligonucleotide microarray (NIS probe set ID 211123_at) do not vary among breast tumors or when compared to normal breast tissue

NIS expression among breast tumors within the GSE3744 dataset [17] was detected by the 211123_at NIS probe set on the Affymetrix HG-U133 Plus 2.0. However, the 211123_at NIS probe set did not detect significant differences in NIS mRNA levels despite that not all breast tumors have been reported to express NIS mRNA [5,9,31]. As shown in Figure 1A, log_2 _NIS mRNA levels detected among normal, non-lactating breast tissues (mean 5.1 ± 0.42, *light gray line*) were comparable to breast tumor NIS mRNA levels (ER+, 5.4 ± 0.38, *dark gray line*, and ER-, 5.2 ± 0.51, *black line*). NIS mRNA levels detected by the 211123_at NIS probe set deviated by less than 10% of the mean. In comparison, as shown in Figure 1B, log_2 _ERα mRNA levels were greater in ERα-positive tissues compared to ERα-negative tumors. Overall, ER mRNA level deviated by up to 38% of the mean. Taken together, the NIS probe set may not have sufficient sensitivity to detect NIS variability among tumors and/or NIS protein levels may be primarily regulated at the post-mRNA level.

**Figure 1:**
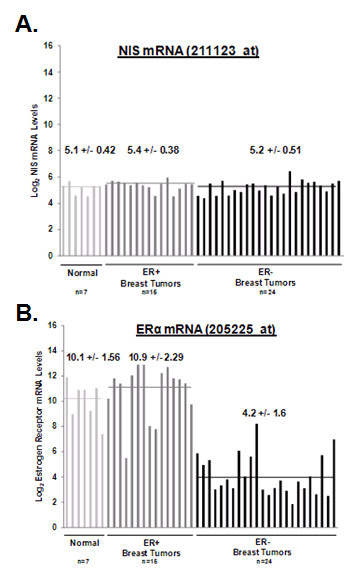
**NIS mRNA levels detected by HG U133A oligonucleotide microarray (NIS probe set ID 211123_at) do not vary among breast tumors or normal breast tissue**. The Gene Expression Omnibus dataset GSE3744 consists of normalized log_2_-transformed genome-wide expression of 7 normal breast tissues, 15 normal ER+ breast tumors and 24 ER- breast tumors. NIS and ER mRNA expression are plotted for each individual breast tissue sample and horizontal lines represent mean expression values among normal breast tissues (*light gray line*), ER+ breast tumors (*dark gray line*), and ER- breast tumors (*black line*). Mean ± standard deviation are also indicated. (A) NIS mRNA levels of breast tissues in the GSE3744 Gene Expression Omnibus dataset did not significantly vary among normal breast tissues (mean 5.1 ± 0.42, range 4.5-5.7), ER+ breast tumors (mean 5.4 ± 0.39, range 4.6-6.0) or ER- breast tumors (mean 5.2 ± 0.51, range 4.4-6.4). (B) In contrast, ER mRNA levels for normal breast tissues (mean 10.1 ± 1.56, *light gray line*; range 7.4-11.9) and ER+ breast tumors (mean 10.9 ± 2.29, *dark gray line*; range 5.5-13.9) were significantly greater than ER- tumors (mean 4.2 ± 1.6, *black line*; range 1.9-8.2).

### Only modest increases in NIS mRNA expression were detected in tRA- and tRA/H-treated MCF-7 breast cancer cells by the 211123_at NIS probe set

In agreement with previous reports [10,11], qRT-PCR detected 7-fold and 12.6-fold increases in NIS mRNA levels with tRA and tRA/H treatment of MCF-7 cells, respectively. Oligonucleotide microarray technology only detected 2.1- and 2.4-fold increases in tRA- and tRA/H-induced NIS mRNA levels, respectively (Figure 2A). 

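Gene expression was measured on 6 HG U133 Plus 2.0 arrays with RNA from MCF-7 cells, an estrogen receptor-positive human breast cancer line. The cells received DMSO vehicle, tRA (1 μM), the ligand of the retinoic acid receptors, or tRA (1 μM) with the glucocorticoid hydrocortisone (1 μM), for 12 hours. Each of the 2 independent trials gave 1 array per treatment. The authors corrected the background, normalized the arrays and summarized the probes of each probe set with RMA, and the deposited values are log2 RMA signals. They were used without further scaling, with array medians from 5.21 to 5.24. Of 54613 probe sets other than controls, 30532 had a log2 signal above 5 in at least 2 of the 6 arrays and were tested with limma, with a mean for each treatment over all 6 arrays. A probe set was counted as changed at a p below 1 divided by the number tested and a fold change of at least 1.5, the rule of the paper's methods. It is called the paper's thresholds below. That p was 3.28e-05 here, stricter than the 0.00045 that the paper's Additional file 1 gives for tRA. Named genes and gene lists were tested at an adjusted p under 0.05, with 1 probe set per gene. The number of arrays limits the precision of every value. Arrays of the same trial deviated from their treatment means in the same direction, so values from a fit with the trial as a block are printed where that fit changes a result.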

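NIS, the sodium iodide symporter encoded by SLC5A5, was detected by the NIS probe set of the array at a mean log2 signal of 6.14 ± 0.60 (SD, n = 2 arrays) in DMSO vehicle-treated cells. The signal was 7.02 ± 1.19 (SD, n = 2) with tRA and 7.35 ± 0.94 (SD, n = 2) with tRA/H. Taken within each trial, the fold change of NIS over DMSO averaged 1.92 ± 0.76 (SD, n = 2 trials) with tRA and 2.34 ± 0.53 (SD, n = 2 trials) with tRA/H. NIS was higher than with DMSO in both trials under either treatment. An exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333.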

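CYP26A1 and CYP26B1, the cytochrome P450 enzymes that degrade retinoic acid, rose with tRA by log2 fold changes of 6.01 (standard error 0.21, adjusted p = 0.00162 from limma) and 5.05 (standard error 0.22, adjusted p = 0.00233). DHRS3, which reduces retinaldehyde to retinol, rose 24.2-fold, from a log2 signal of 6.67 ± 0.07 (SD, n = 2 arrays) with DMSO to 11.27 ± 0.05 (SD, n = 2) with tRA. CDH5, the cadherin of endothelial cells, rose by 4.90 on the log2 scale, the secreted ribonuclease ANG by 4.27, SHROOM1 by 3.85, the homeobox genes HOXB3 and HOXB6 by 3.58 and 2.97, and the nuclear receptor gene NR5A2 by 3.33. The highest adjusted p among these 6 genes was 0.0141. With DMSO the signals of CYP26A1, CYP26B1, CDH5, HOXB3, HOXB6 and NR5A2 lay under the noise level of 5 on both arrays, so the size and order of their changes are not exact. Counted from that level they rose by at least 5.66, 3.79, 3.39, 2.71, 2.91 and 2.79 on the log2 scale. Other probe sets of CYP26B1, SHROOM1 and HOXB3 gave log2 fold changes as low as 0.14, 0.33 and 0.25. The 4 probe sets of NR5A2 rose by 1.73 to 4.45.
Of 28 retinoic acid target genes, 19 were measured, 4 rose and none fell (10 higher when adjusted over the list alone). The 4 were CYP26A1, CYP26B1, DHRS3 and STRA6, a retinol transporter (log2 fold change 2.65, adjusted p = 0.0288). With the trial as a block 10 rose. Of 12 measured genes of retinoid metabolism and transport, which include those 4, 5 rose and none fell (8 higher when adjusted over the list alone, 7 with the block). The other gene was RDH10, a retinol dehydrogenase named after its value was seen, at 1.25 (adjusted p = 0.0488). Of 9 measured HOX genes of the A and B clusters, HOXB3 and HOXB6 rose (3 higher when adjusted over the list alone, 5 with the block). Of 20 measured glucocorticoid-induced genes, 3 rose with tRA and none fell (3 higher when adjusted over the list alone, 5 with the block). They were SCNN1A, a subunit of the epithelial sodium channel, at 2.31, TSC22D3 at 1.24 and AZGP1, whose mean log2 signals of 3.04 with DMSO and 4.97 with tRA were both under the noise level, so that its change with tRA has no reliable size. Each of these 4 lists was shifted upward by limma's camera with a preset correlation (adjusted p from 1.06e-12 to 6.32e-05). None of the camera calls in MCF-7 cells held with an estimated correlation, which gave adjusted p = 0.0787 for both retinoid lists, 0.110 for the HOX genes and 0.117 for the glucocorticoid-induced genes. The correlations estimated for these 4 lists ran from −0.059 to 0.018, beside the preset 0.01. A strong correlation between genes therefore does not account for the lost calls. With fry, another set test of limma, the 4 lists were higher at adjusted p from 4.29e-04 to 0.0232. Fry also called the cytochrome P450 genes higher (adjusted p = 0.0408), without a call by camera. It called the basal or myoepithelial markers (0.0229) and the thyroid genes and NIS regulators (0.0375) lower, again without camera. The LY6/PLAUR genes and the cytosolic aminoacyl-tRNA synthetases, called by camera, were not called by fry (adjusted p = 0.0572 and 0.410).
In all, 48 probe sets of 30 gene symbols passed the paper's thresholds, 42 higher and 6 lower, and with the trial as a block 227 passed, 166 higher and 61 lower. Probe sets without a name in the annotation were not assigned to genes or lists, and the largest rise among them was 5.68. Genes were ranked at their brightest probe set, and only if they changed in the same direction in both trials. This left out TRIM31, with a rise of 3.51 at another probe set. The 48 became 14 without DMSO replicate 1, 11 without DMSO replicate 2, 23 without tRA replicate 1, 17 without tRA replicate 2 and 20 without either tRA/H array. Of the 10 genes with the largest rise and the 10 with the largest fall, 5 passed an adjusted p of 0.05 whichever array was left out (CYP26A1, CYP26B1, CDH5, CP and DHRS3), 8 passed in no such fit, and all 20 kept their direction. Without DMSO replicate 2 ANG, SHROOM1, HOXB3, NR5A2 and HOXB6 missed it, at adjusted p from 0.0532 for SHROOM1 to 0.144 for ANG, and without DMSO replicate 1 the same genes other than SHROOM1. Without tRA replicate 2 ANG, HOXB3 and HOXB6 missed it (0.0624, 0.0502 and 0.0723). STRA6, SCNN1A, TSC22D3 and AZGP1 missed it whichever array was left out, with adjusted p up to 0.156, 0.0926, 0.292 and 0.227.

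**Figure D1:**
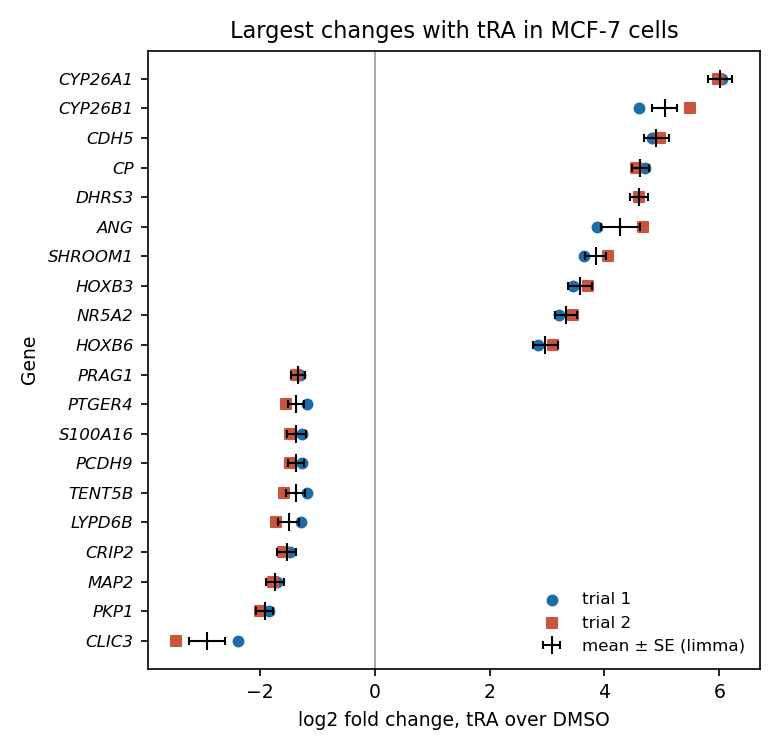
Log2 fold change of tRA over DMSO in MCF-7 cells for the 10 genes with the largest rise and the 10 with the largest fall at an adjusted p under 0.05. Each gene was ranked at its brightest probe set of a single symbol and had to change in the same direction in both trials. Probe sets without a name were not ranked, and the highest of them rose by 5.68. Circles and squares are the 2 trials and the bars are the mean ± standard error from limma. The fitted rises run from 2.97 for HOXB6 to 6.01 for CYP26A1, and 7 of those 10 genes had DMSO signals under the noise level of 5 (CYP26A1, CYP26B1, CDH5, CP, HOXB3, NR5A2 and HOXB6).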

Gene expression profiles of tRA-treated MCF-7 cells were compared to DMSO vehicle-treated MCF-7 cells (Additional File 1) with the objective of identifying genes contributing to tRA-induced NIS expression. However, NIS was not among the differentially expressed genes. It is important to note that many genes previously reported to be up-regulated by tRA treatment were identified, including cytochrome P450, G-protein coupled receptor, S100 calcium binding protein, LY6/PLAUR domain containing protein, lamins A and C, ceruloplasmin and transforming growth factor β [reviewed in [32]], thus validating our method of analysis. These results further indicate that the 211123_at NIS probe set is not sufficient to detect increased NIS mRNA level in tRA/H treated MCF-7 cells.

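NIS had a log2 fold change of 0.88 with tRA over DMSO (standard error 0.68, adjusted p = 1.00 from limma). With the trial as a block the standard error was 0.19 and the adjusted p = 0.0635, and NIS passed the paper's thresholds in neither fit. A larger fold change with tRA was found for 466 of the probe sets tested. The SD of NIS between arrays of the same treatment was 0.94, against a median of 0.17 over the probe sets tested, although its mean log2 signal of 6.84 was near their middle (percentile 49.0). Of 12 measured thyroid genes and NIS regulators, none changed. As a set they were lower with fry (adjusted p = 0.0375) but not with camera (adjusted p = 0.105). DIO2, which activates thyroid hormone, was lower at −1.86 (adjusted p = 0.0863) and was the 1 gene lower when adjusted over the list alone. With the block DIO2 (adjusted p = 8.23e-04) and IRS1, an adaptor of the insulin and IGF receptors, fell (−1.02 for IRS1). Of 6 measured lactation genes, none changed (1 higher and 2 lower when adjusted over the list alone). The prolactin receptor PRLR had −1.09, the transcription factor ELF5 −1.32 and the lipid droplet protein PLIN2 0.61, and with the block PRLR fell (adjusted p = 0.0106). The NIS log2 fold change ranged from 0.04 without tRA replicate 1 to 1.72 without tRA replicate 2.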

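Ceruloplasmin (CP), the copper-binding ferroxidase of plasma, rose with tRA by a log2 fold change of 4.63 (standard error 0.15, adjusted p = 0.00162 from limma), and its 4 probe sets rose by 2.57 to 4.63. CP was under the noise level of 5 with DMSO (mean log2 signal 3.86), and counted from that level it rose by at least 3.49. TGFBI, an extracellular matrix protein induced by transforming growth factor β, rose by 2.68 (adjusted p = 0.0360, up to 0.146 when 1 array was left out). The ligand genes did not pass the test, with TGFB3 at −0.58 (adjusted p = 0.201), TGFB2 at −0.83 and TGFB1 at −0.28, and TGFB3 fell with the trial as a block (adjusted p = 0.0315). Of the 4 genes, 1 was higher and 1 lower when adjusted over the list alone. Of the wider list of 15 measured transforming growth factor β ligands, receptors and targets, 1 rose and none fell (4 higher and 2 lower when adjusted over the list alone, the same counts with the block).
Of 23 measured cytochrome P450 genes, the retinoic acid hydroxylases CYP26A1 and CYP26B1 rose and none fell (2 higher and 1 lower when adjusted over the list alone). CYP24A1, which degrades vitamin D, had 2.42 (adjusted p = 0.601, and 0.0106 with the block, where it rose, by at least 1.85 counted from the noise level, under which it lay with DMSO). CYP4B1 was the 1 lower gene. It did not pass over all probe sets at its brightest probe set (adjusted p = 0.163), fell there with the block (adjusted p = 0.0267), and fell by 2.22 at another probe set (adjusted p = 0.00755), to a signal under the noise level. Of 42 measured G-protein coupled receptor genes, none changed (none when adjusted over the list alone). With the block 2 rose, GPRC5A (1.32, adjusted p = 0.00483) and GPR160 (0.96), and 2 fell, ADGRD1 (−1.19, to a mean log2 signal of 4.90, under the noise level) and ADGRF4 (−0.99). GPRC5A is known as a retinoic acid-induced gene.
Of 16 measured genes of S100 calcium binding proteins, S100A16 fell by 1.37 (adjusted p = 0.0488, up to 0.289 when 1 array was left out) and none rose. When adjusted over the list alone 1 was higher, S100P at 0.75, and 4 were lower, S100A16, S100A10 at −1.01, S100A14 at −1.45 and S100A13 at −0.53. With the block 2 rose and 4 fell. Of 9 measured LY6/PLAUR genes, LYPD6B fell by 1.51 (adjusted p = 0.0491, up to 0.338 when 1 array was left out) and none rose (3 lower when adjusted over the list alone, 3 with the block). The others were LYPD3 at −1.45 and LYPD1 at −1.21, and camera shifted the family downward (adjusted p = 0.00117, and adjusted p = 0.173 with an estimated correlation). LMNA, which encodes lamins A and C, had −0.90 (adjusted p = 0.0988). It was the 1 lamin gene of 3 that was lower when adjusted over the list alone, and with the block it fell (adjusted p = 0.00733). LMNB1 had 0.19 and LMNB2 0.01.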

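In tRA/H-treated cells NIS had a log2 fold change of 1.21 over DMSO (standard error 0.68, adjusted p = 0.801 from limma) and 0.33 over tRA alone (adjusted p = 1.00). With the trial as a block the standard error was 0.19 and NIS rose over DMSO at an adjusted p = 0.0218 but did not pass the paper's thresholds, and tRA/H over tRA gave adjusted p = 0.936. A larger fold change with tRA/H was found for 244 of the probe sets tested. In the same cells AZGP1, a secreted glycoprotein induced by glucocorticoids, rose over DMSO by 3.56 (standard error 0.21, adjusted p = 0.00733), SCNN1A by 2.72 (adjusted p = 0.00757) and TSC22D3, which encodes the glucocorticoid-induced leucine zipper, by 1.63 (adjusted p = 0.0154). These were the 3 of 20 measured glucocorticoid-induced genes that rose, and none fell (5 higher when adjusted over the list alone, 6 with the block). AZGP1 was under the noise level of 5 with DMSO (mean log2 signal 3.04), and counted from that level it rose by at least 1.60. The same 3 genes passed with tRA alone (SCNN1A at 2.31, TSC22D3 at 1.24, and AZGP1 between means under the noise level), and none of the 20 passed for tRA/H over tRA (2 higher when adjusted over the list alone). Without either DMSO array or tRA/H replicate 2 all 3 missed the threshold, and SCNN1A and TSC22D3 also without tRA/H replicate 1, with adjusted p up to 0.0863 for AZGP1, 0.110 for SCNN1A and 0.180 for TSC22D3. NIS over DMSO ranged from 0.54 without tRA/H replicate 1 to 1.87 without tRA/H replicate 2, and over tRA alone from −0.51 without tRA replicate 2 to 1.16 without tRA replicate 1. The paper sets the absence of NIS among the changed genes beside genes already known to be raised by tRA. It takes this as a further sign that the probe set does not suffice to detect the higher NIS mRNA level with tRA/H. Its other evidence is the larger rise of NIS by quantitative RT-PCR than on the array, and the uneven changes of the single probes.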

**Figure 2:**
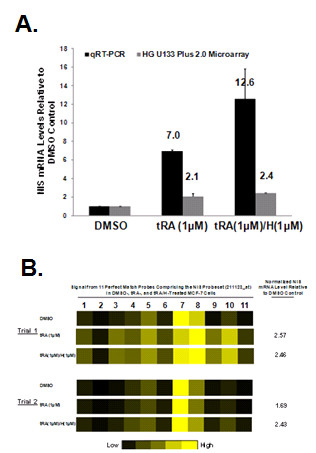
**Only modest increases in NIS mRNA expression were detected in tRA- and tRA/H-treated MCF-7 breast cancer cells by the 211123_at NIS probe set**. MCF-7 human breast cancer cells were treated with DMSO vehicle, tRA(1 μM) or tRA(1 μM)/H(1 μM) for 12 hours, total RNA was harvested, and NIS mRNA was detected by parallel qRT-PCR and microarray (HG U133 Plus 2.0) experiments. The quantification of hNIS by qRT-PCR was normalized according to the level of GAPDH and the data are presented as a fold change in NIS mRNA over GAPDH control. (A) While qRT-PCR detected 7.0- and 12.6-fold increases in NIS mRNA with tRA and tRA/H treatments, respectively, only 2.1- and 2.4-fold increases were detected by microarray. The mean ± standard deviations of two independent trials are plotted. (B) Signal intensities detected by the 11 individual perfect match probes within the NIS probe set are depicted for two independent trials of DMSO-, tRA- and tRA/H-treated MCF-7 cells. The figure depicts variability in the extent of change in NIS mRNA among all 11 probes with tRA and tRA/H treatment. Fold changes in normalized NIS mRNA levels are also indicated for each individual trial.

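In trial 1 the log2 signal of NIS was 6.57 with DMSO, 7.86 with tRA and 8.01 with tRA/H, which gives fold changes over DMSO of 2.45 with tRA and 2.72 with tRA/H. In trial 2 the signals were 5.72, 6.18 and 6.69, and the fold changes were 1.38 with tRA and 1.96 with tRA/H. There is 1 array per treatment in each trial, so these values carry no error. NIS was lower in trial 2 under all 3 treatments, and its mean difference from trial 1, −1.28 on the log2 scale, had an adjusted p = 0.00626 from limma. Hybridization and RNA controls also differed between the trials. Probe sets of the spiked controls BioB and BioC were higher in trial 1 by 0.94 to 1.29. The 5′ probe set of 18S ribosomal RNA was lower in trial 1, at 6.68 to 8.87, than in trial 2 with DMSO (12.35) and tRA (10.56), and was 8.85 with tRA/H in trial 2. The 3′ signal of ACTB minus its 5′ signal averaged −0.17 in trial 1 and 0.20 in trial 2, and that of GAPDH 0.04 in both.

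**Figure D2:**
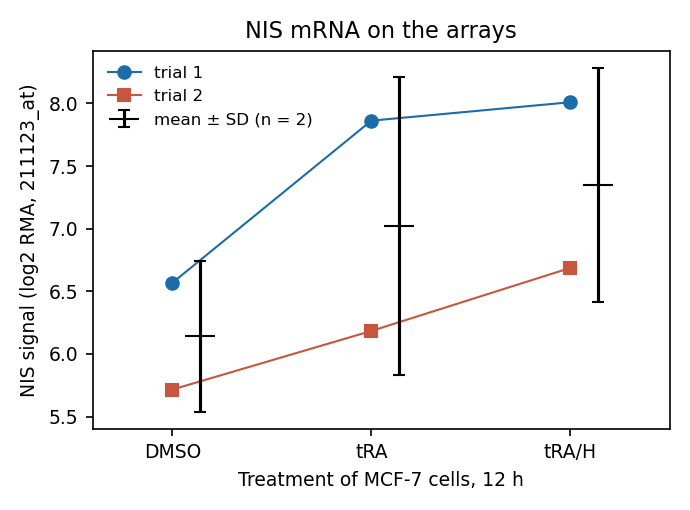
Log2 RMA signal of NIS on each array of MCF-7 cells treated with DMSO, tRA or tRA/H for 12 hours, with the mean ± SD of each treatment (n = 2). Lines join the arrays of 1 trial. The arrays of trial 1 lie between 6.57 and 8.01 and those of trial 2 between 5.72 and 6.69.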

Since the 211123_at NIS probe set is composed of 11 perfect match probes, we next examined the extent of tRA- and tRA/H-induced NIS mRNA levels detected by each individual probe to determine whether this may contribute to the low sensitivity of the NIS probe set. The extent of change in signal was highly variable among the 11 probes. While most probes indicated minimal increases in signal with tRA and tRA/H treatment, one probe showed no increase in signal intensity with tRA- or tRA/H treatment (Figure 2B, *probe 2*) and another decreased in intensity (Figure 2B, *probe 7*). Selecting for individual probes that most accurately reflect variability in NIS mRNA expression may improve the detection of NIS mRNA by the 211123_at NIS probe set.

### Variability in NIS mRNA expression among breast tumors could not be detected by additional oligonucleotide microarray platforms

As shown in Table 1, NIS mRNA expression among breast tumors deviated from the mean by less than 12% in two additional datasets utilizing the HG U133 Plus 2.0 platform, confirming that the sensitivity of the 211123_at probe set was too low to detect variability in NIS mRNA levels among breast cancers. We analyzed four additional microarray platforms that detected genome-wide expression among breast tumors on the GEO database. Table 1 summarizes the NIS probe sets among these four additional microarray platforms, as they varied according to probe length, quantity of individual perfect match probes, and target sequence within the 3' region of NIS cDNA. NIS mRNA level deviated by less than 12% of the mean regardless of the NIS probe set/microarray platform utilized, suggesting that NIS variability among breast cancers cannot be reliably detected by several Affymetrix platforms. Moon et al. [5] previously reported that nearly all breast tumors examined (N = 24/25) had detectable NIS mRNA by RT-PCR and the extent of variation in NIS mRNA levels among tumors was about 10-fold (median 0.6 ± 0.27, range 0.10-1.27 arbitrary units).

**Table 1:** NIS mRNA levels do not vary among human breast tumors as detected by oligonucleotide microarray technology

Microarray Platform	NIS Probe Set ID	Probe Length	Target (NIS Sequence)	Standard Deviation
Affymetrix HG U133 Plus 2.0	211123_at	25-mer (n* = 11)	5'-1521-1991-3'	Avg. 0.23, Range 0.17-0.28 (N^# ^= 2)
Affymetrix HG U95A	32459_at	25-mer (n* = 16)	5'-1522-1998-3'	Avg. 0.20, Range 0.14-0.26 (N^# ^= 2)
Affymetrix Human X3P	G2887404_3p_at	25-mer (n* = 11)	5'-1693-1992-3'	Avg. 0.18, Range 0.18-0.18 (N^# ^= 2)
Applied Biosystems Human Survey Microarray V1	193100	60-mer (n* = 1)	Proprietary	0.21 (N^# ^= 1)
Agilent-012391 Human Genome	30047	60-mer (n* = 1)	5'-1707-1767-3'	0.13 (N^# ^= 1)

*, Number of perfect match oligonucleotide probes within the NIS probe set.

#, Number of datasets examined that utilized each respective microarray platform.

### Cell surface NIS protein levels are more variable than corresponding NIS mRNA levels detected by oligonucleotide microarray

To identify gene expression profiles associated with cell surface NIS protein levels, NIS-immunostaining was performed using a TMA with cDNA microarray data available for each breast tumor (GEO dataset GSE5460)[23]. Two cores extracted from different regions of each tumor were included on the TMA and independently scored by three individuals, including an experienced breast cancer pathologist (R.J.). Among the tumors on the TMA, 5 (18%) were scored 0, 6 (21%) were 0/1+, 7 (25%) were 1+, 5 (18%) were 1/2+, 3 (11%) were 2+, and 2 (7%) were assigned a score of 3+. Similar to our previous study [24], only 7% (3+) to 18% (2-3+) of breast tumors strongly expressed NIS protein and 18% (0+) of breast tumors were considered negative for NIS protein. Also consistent with previous reports [3,7-9], there was no correlation between cell surface NIS protein and breast tumor subtype (p = 0.50), hormone receptor status (ER, p = 0.17; PR, p = 0.58; Her-2/neu, p = 0.97), p53 status (p = 0.71), tumor grade (p = 0.57), or the presence of lymph node metastases (p = 0.59) (Table 2).

**Table 2:** Summary of cell surface NIS protein levels and characteristics of 28 breast tumors included on the TMA

Tumor ID	Cell surface NIS protein	Molecular Subtype	Invasive Tumor Type	Bloom-Richardson Grade	PR Status	ER Status	Her-2/neu Status	P53 Status	Lymph Node Metastases
1	0	Basal	D	III	-	-	-	-	-
2	0	Basal	D	III	-	-	-	-	-
3	0	ER+	D	II	+Low	+	-	+	+
4	0	HER2/neu	D	III	-	+	+	-	+
5*	0	HER2/neu	M	II	+	+	+	-	+
6*	0/1	HER2/neu	D	III	-	-	+	+	+
7	0/1	ER+	D	III	+	+	+	Unknown	-
8	0/1	ER+	L	I	-	+	-	-	+
9	0/1	ER+	D	III	+	+	-	+	+
10	0/1	HER2/neu	L	III	+	+	+	Unknown	+
11	0/1	ER+	L	II	+	+	-	-	+
12	1+	HER2/neu	D	III	-	-	+	+	-
13	1+	Basal	D	III	-	-	-	+	+
14	1+	HER2/neu	D	III	-	-	+	+	+
15	1+	HER2/neu	D	III	-	-	+	-	+
16	1+	ER+	L	I	+	+	-	Unknown	+
17*	1+	ER+	L	II	+Low	+	-	+Low	+
18*	1+	HER2/neu	D	III	+Low	+	-	+Low	Unknown
19	1+/2+	HER2/neu	D	III	-	-	+	-	-
20	1+/2+	Basal	D	III	-	-	-	+	-
21	1+/2+	Basal	D	III	-	-	-	+	-
22	1+/2+	Basal	M	III	-	-	+	+	+
23	1+/2+	ER+	D	III	+	+	-	Unknown	+
24	2+	ER+	D	II	-	-	-	-	-
25	2+	ER+	D	II	+	+	-	-	+
26	2+	HER/neu	L	III	-	-	+	+	+
27	3+	Basal	D	III	-	-	-	+	+
28	3+	Basal	D	III	-	-	-	-	+

*: Tumors not included in microarray analysis due to microarray data quality; +: Positive; +Low: Positive-Low; -: Negative; D: ductal carcinoma; L: Lobular carcinoma; M: Mixed ductal and lobular carcinoma; ER: estrogen receptor.

As expected, there was no correlation between NIS mRNA levels detected by the 211123_at NIS probe set and cell surface NIS protein levels (Figure 3). Indeed, NIS mRNA levels did not vary between cell surface NIS-negative tumors (0+) and cell surface NIS-positive tumors (3+). Thus, identifying gene expression profiles associated with cell surface NIS protein may be a more effective approach than identifying gene expression profiles associated with NIS mRNA levels.

**Figure 3:**
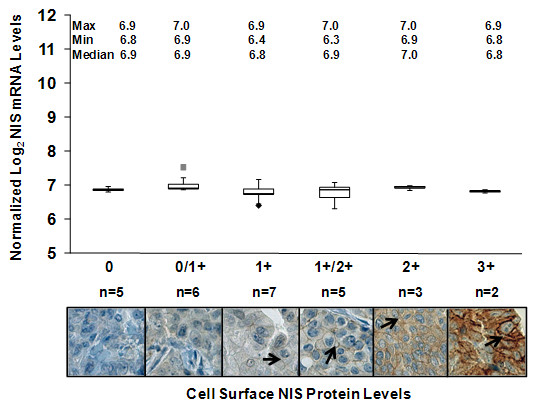
**Cell surface NIS protein levels are more variable than corresponding NIS mRNA levels detected by oligonucleotide microarray**. A human breast tumor TMA composed of 28 breast tumors with corresponding cDNA microarray data was immunostained with the p442 anti-hNIS antibody and each tumor was evaluated according to the level of cell surface NIS protein on a scale of 0, 0/1+, 1+, 1+/2+, 2+ and 3+. NIS mRNA levels detected by the 211123_at NIS probe set of the HG U133 Plus 2.0 Affymetrix microarray platform were examined and compared among breast tumors expressing each assigned level of cell surface NIS protein. Maximum, minimum and median NIS mRNA levels for each level of cell surface NIS are indicated. As shown by the box and whisker plot, there was no correlation between NIS mRNA and cell surface NIS protein among breast tumors. The length of the box represents the interquartile range (i.e., the middle 50% of the data). The median (*line through the middle of each box*), the lower quartile (*bottom line of each box*), and the upper quartile (*top line of each box*) are also specified on the plot for each level of cell surface NIS protein. The sample minimum and maximum values are represented as T-shaped lines extending from the ends of the box. Maximum outliers (*gray squares*) and minimum outliers (*black diamonds*) are also plotted. Representative images of breast tumors scored as 0 (18%, n = 5), 0/1+ (21%, n = 6), 1+ (25%, n = 7), 1+/2+ (18%, n = 5), 2+ (11%, n = 3) and 3+ (7%, n = 2) for cell surface NIS protein (*denoted by arrows*) are also shown (400×).

### Linear Models Analysis identified 44 genes to be significantly up- or down-regulated in cell surface NIS-positive breast tumors compared to cell surface NIS-negative breast tumors

Considering the inherent limitations and subjectivity associated with quantifying cell surface NIS protein levels by immunohistochemical staining, we initially identified gene expression profiles associated with NIS protein by comparing tumors that were strongly positive for cell surface NIS (2+, n = 3; 3+, n = 2) and negative for cell surface NIS (0+, n = 4). Forty four genes were significantly differentially regulated according to cell surface NIS protein level by Linear Models analysis, with 42 up-regulated and 2 down-regulated in NIS-positive breast tumors compared to NIS-negative breast tumors.

Clustering analysis of the 44 identified genes appears to group tumors based on their molecular subtypes rather than distinguishing NIS-positive tumors from NIS-negative tumors (Additional File 2: Figure A). However, the distinction in gene expression profiles between NIS-positive basal tumors and NIS-negative basal tumors was readily apparent by the heat map (*breast tumor ID 1, 2 vs. 27, 28*). Indeed, scatter plots show that mRNA levels of IGFBP2 and SPIB, the two most differentially regulated genes, were significantly different between NIS-negative (0+) versus NIS-positive (3+) breast tumors (Additional File 2: Figure B). Taken together, while the power of this Linear Models analysis was limited by the small number of breast tumors examined, this analysis suggests that biomarkers associated with cell surface NIS expression may vary according to breast cancer molecular subtypes.

### Pearson and Spearman correlation analyses identified genes positively- and negatively-correlated with cell surface NIS protein levels in breast cancer

Pearson correlation analysis identified 63 genes that exhibited a linear correlation (r ≥ 0.6) with cell surface NIS levels among the 24 breast tumors. However, the cluster analysis did not appear to group breast tumors according to molecular subtype or cell surface NIS levels (Additional File 3: Figure A). Since Pearson correlation is more susceptible to outliers, Spearman rank correlation was also performed to identify gene expression that was monotonically correlated with cell surface NIS levels. Spearman rank correlation identified 64 genes, and the cluster analysis appeared to group tumors according to cell surface NIS protein level rather than molecular subtype (Additional File 3: Figure B).

NIS gene was not included among the positively correlated genes identified by either analysis, most likely due to the insensitivity of the 211123_at NIS probe set. No over-represented cell signaling pathways or functional categories of genes were identified by Ingenuity Pathway Analysis (Ingenuity Systems) and no transcription factors commonly associated with the identified genes were found by ToppFun (ToppGene Suite)[30]. There were 30 genes in common between Pearson and Spearman rank correlation analyses, suggesting that at least 47% of the 64 genes identified by Spearman correlation exhibited linear relationships with cell surface NIS levels. Scatter plots showed that both QRICH1 and ND6 mRNA levels appeared to have linear relationships with cell surface NIS protein levels, however, the extent of variation in QRICH1 mRNA level according to NIS cell surface levels is limited (Additional File 3: Figure C).

### Pearson correlation, Spearman rank correlation, and Linear Models analyses identified CARS and PYROXD1 to be highly associated with cell surface NIS protein in breast cancer

Genes commonly identified by Pearson correlation, Spearman rank correlation, and Linear Models analyses were further examined. As shown by the Venn diagram in Figure 4A, cysteinyl-tRNA synthetase (CARS) and two different probe sets targeting pyridine nucleotide-disulphide oxidoreductase domain (PYROXD1) were identified by each statistical analysis. Scatter plots showed that CARS and PYROXD1 were not only highly correlated with cell surface NIS protein level but also differentially regulated between NIS-positive and NIS-negative breast tumors (Figure 4B).

**Figure 4:**
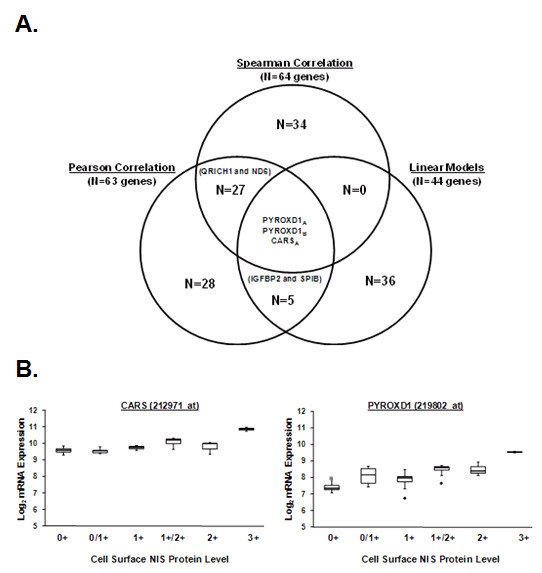
**CARS and PYROXD1 genes were identified by Pearson correlation, Spearman rank correlation, and Linear Models analyses**. (A) Overlapping genes identified by the Spearman rank correlation, Pearson correlation and Linear Models microarray analyses are indicated by the venn diagram. Two PYROXD1 probesets (*denoted as PYROXD1_A _and PYROXD1_B_*) and CARS (*probeset ID 212971_at*) were identified by all three analyses. (B) The box and whisker plot examines and compares normalized mRNA expression of CARS and PYROXD1 among breast tumors scored as 0, 0/1+, 1+, 1+/2+, 2+ or 3+ for cell surface NIS protein. As shown by the scatter plot, CARS and PYROXD1 mRNA levels correlate with cell surface NIS protein levels. The length of the box represents the interquartile range (i.e., the middle 50% of the data). The median (*line through the middle of each box*), the lower quartile (*bottom line of each box*), and the upper quartile (*top line of each box*) are also specified on the plot for each level of cell surface NIS protein. The sample minimum and maximum values are represented as T-shaped lines extending from the ends of the box. Maximum outliers (*gray squares*) and minimum outliers (*black diamonds*) are also plotted.

### CARS protein is associated with cell surface NIS protein among ER+ breast tumors

Immunostaining was performed on a different TMA enriched for NIS-positive tumors (42 tumors, including 19 NIS-positive tumors (2+/3+) and 23 NIS-negative tumors (0+/1+) to confirm the results of our oligonucleotide microarray analysis. Unfortunately, there was no antibody available for confirmatory experiments involving PYROXD1, as this gene codes for the pyridine nucleotide-disulphide oxidoreductase domain, a domain found among proteins involved in disulphide bond formation [33]. As shown in Figures 5A and 5B, CARS showed a pattern of over- or under-expression in NIS-positive or negative tumor groups, respectively, consistent with our oligonucleotide microarray data. However, this trend did not reach statistical significance among all 42 breast tumors (p > 0.05). It was not until cell surface NIS and CARS protein levels were examined in only ER+ breast tumors (n = 32) that the association between cell surface NIS and CARS reached statistical significance (Figure 5C, p < 0.05). In contrast, triple-negative breast tumors (ER-, PR-, and Her-2/neu-, n = 8) showed no relationship between cell surface NIS protein and CARS protein (Figure 5C, p > 0.05), again indicating that biomarkers of NIS protein level may vary among different breast cancer subtypes.

**Figure 5:**
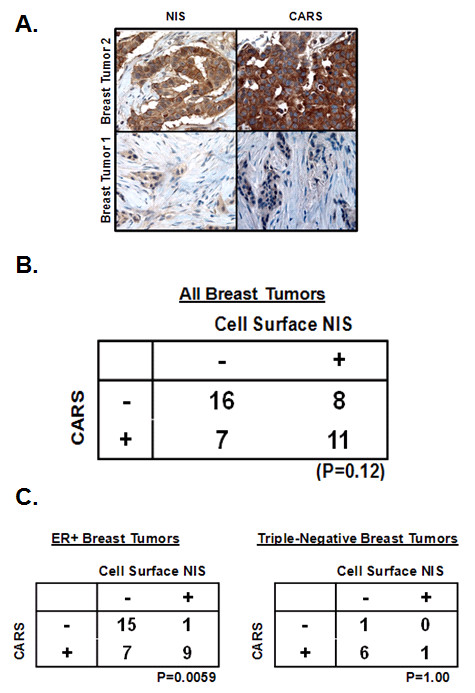
**CARS protein is associated with cell surface NIS protein among ER+ breast tumors**. Cell surface NIS and CARS protein were probed by immunohistochemistry on another breast tumor TMA composed of 42 tumors of various histological subtypes and tumors were assigned a score of 0, 1+, 2+ and 3+ for each respective protein. Scores of 0 and 1+ were considered to be negative and scores of 2+ and 3+ were considered positive. (A) Positive and negative NIS and CARS immunostaining from two representative breast tumors are shown. (B) While there appeared to be a trend of over- or under-expression of CARS in all NIS positive and negative tumors, respectively, the correlation did not achieve statistical significance by Fisher's exact test (P > 0.05). (C) Interestingly, CARS protein significantly correlated with breast tumors of ER+ histological subtype but not tumors triple negative for ER, PR and Her-2/neu.

## Discussion

NIS variability among breast cancers could not be reliably detected by any one of multiple Affymetrix platforms included in our study. Instead, we identify CARS as a biomarker that is correlated with cell surface NIS levels among ER+ breast cancers. Our analysis indicates that the underlying mechanism of NIS modulation is most likely to be different among different subtypes of breast cancer. Gene expression profiling for biomarkers associated with cell surface NIS protein levels among breast cancer subtypes with a larger sample number is warranted. Biomarkers identified will not only help to recognize subsets of breast cancer patients likely to benefit from NIS-targeted radionuclide therapy, but may also serve as novel targets for developing strategies to selectively increase NIS-mediated radionuclide uptake in corresponding breast cancer subtypes.

Microarray technology is known to underestimate fold changes in gene expression compared to qRT-PCR. Studies have reported significantly higher changes in mRNA levels detected by qRT-PCR compared to microarray technology [34], as microarray technology is based on hybridization rather than gene amplification. In some cases, saturation of microarray probes has been reported to contribute to underestimations in gene expression [35]. Moreover, while individual probes within probe sets of microarray platforms are designed to improve signal-to-noise ratio and minimize non-specific hybridization, the variability in signal intensity detected by these probes can introduce error [36]. Alternatively, NIS mRNA levels quantified by an qRT-PCR array may be better equipped to distinguish between NIS-positive and NIS-negative breast tumors for gene expression profiling, however, qRT-PCR arrays capable of detecting genome wide expression are not yet commercially available. Moreover, additional breast tumor mRNA is unfortunately not available for confirming our microarray and/or NIS immunohistochemical staining results by quantitative RT-PCR.

It is not known whether NIS is modulated at the post-mRNA level in breast cancer. It has been reported that 34-96% of breast tumors express NIS mRNA [5,9,30]. However, Moon et al. [5] was the only study to quantify NIS mRNA levels among breast tumors by competitive RT-PCR followed by densitometry of ethidium bromide staining. Interestingly, Moon et al. [5] reported that nearly all breast tumors had NIS mRNA levels comparable to that of peri-tumoral normal breast tissues. Moreover, the overlap in mRNA levels among breast tumors with and without detectable ^99m^Tc pertechnetate uptake [5] further suggests that NIS may be regulated at the post-mRNA level. Accordingly, a correlation analysis in which NIS mRNA levels detected by a more sensitive qRT-PCR assay compared with corresponding cell surface NIS protein levels among breast tissues should be performed to elucidate the extent of post mRNA NIS regulation. However, the variability in total NIS protein (combination of intracellular and cell surface NIS protein) among breast tumors remains debatable. Indeed, NIS cell surface trafficking impairments that result in the accumulation of intracellular NIS immunostaining has been suggested to occur in breast cancer [3,6]. However, our recent study [24] and Peyrottes *et al. *[37] indicated that intracellular anti-NIS antibody immunostaining may be non-specific. Finally, gene expression profiles associated with cell surface NIS levels may not only reflect differences in NIS expression, but also differences in NIS protein stability and NIS cell surface trafficking. Nevertheless, our breast cancer microarray analysis did not identify cell signaling factors previously reported to modulate NIS cell surface localization, such as the proto-oncogene PTTG-binding factor (PBF) [38] or phosphatidylinositol-3 kinase (PI3K) [7].

The biological relationship between CARS and NIS remains uncertain. Interestingly, while CARS is best known for its role in the ligation of cysteine to tRNA during protein translation, its expression has also been associated with breast cancer [39]. CARS is located on chromosome 11p15.5, one of the most highly imprinted chromosomal regions. Many genes on chromosome 11p15.5, including insulin growth factor II (IGF II), are susceptible to loss of imprinting (LOI), in which both paternal and maternal alleles are aberrantly expressed during breast cancer progression [40]. In fact, IGF II, has not only been reported to have increased expression in breast tumors compared to normal breast tissues, it has also been reported to transiently increase NIS expression in MCF-7 breast cancer cells [41]. Thus, the positive association between CARS mRNA and cell surface NIS protein in breast tumors could be contributed indirectly by the location of CARS on chromosome 11p15.5. It would therefore be interesting to further explore the relationship between CARS and NIS expression by determining whether siRNA-mediated loss of CARS function interferes with functional NIS expression in MCF-7 breast cancer cells.

Finally, the TMA selected to perform CARS immunostaining contained breast tumors categorized as ER+ or triple negative (ER-, PR- or Her-2/neu). Since triple-negative breast tumors are not synonymous with basal breast tumors [reviewed in [42]], it would be interesting to further examine whether the association between CARS and cell surface NIS protein level is restricted to ER+ breast tumors.

## Conclusions

NIS modulation among various breast tumors mainly occurs at the translational and/or post-translational levels. The cysteinyl-tRNA synthetase is highly associated with cell surface NIS protein levels in breast tumors of the ER-positive subtype. Further investigation on biomarkers correlated with cell surface NIS protein levels within each breast cancer molecular subtype may lead to tailored strategies enabling NIS-targeted radionuclide therapy for subsets of breast cancer patients.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SB performed the MCF-7 cell microarray and RT-PCR experiments, analyzed the MCF-7 cell and breast tumor microarray data and helped to draft the manuscript. XZ and ML performed statistical analyses for the microarray experiments. RJ, a breast cancer pathologist, was involved in reading and scoring immunostained breast tumors for cell surface NIS levels. AR contributed the breast tumor microarray data and tissues. KH offered suggestions for the study design and analyzing data using bioinformatics approaches. SJ was involved in designing the study, supervising experiments and drafting the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Cluster analysis of 138 genes identified to be significantly up- or down-regulated with tRA treatment compared DMSO vehicle in MCF-7 cells, as determined by Linear Models analysis**. MCF-7 human breast cancer cells were treated with DMSO vehicle or tRA (1 μM) for 12 hours, total RNA was harvested, genome-wide expression was detected by oligonucleotide microarray (Affymetrix HG U133 Plus 2.0) and genome-wide expression was compared between treatments by Linear Model analysis. Significance was assigned to 138 genes with a false discovery rate ≤0.045% and a p-value less than 0.00045. The heat map shows expression of these 138 genes in tRA- and DMSO vehicle-treated MCF-7 cells from two independent trials. Twenty eight genes were significantly up-regulated and 110 genes were significantly down-regulated in tRA-treated MCF-7 cells compared to DMSO vehicle control, although the NIS gene was not identified among them. 

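Genes were ranked here at their brightest probe set of a single symbol. CLIC3, an intracellular chloride channel protein, had the largest fall with tRA among genes ranked at an adjusted p under 0.05. Its log2 fold change was −2.93 (standard error 0.32, adjusted p = 0.0376 from limma). The desmosomal protein PKP1 fell by 1.92 (adjusted p = 0.0125) and the microtubule-associated protein MAP2 by 1.74 (adjusted p = 0.0188). The LIM domain protein CRIP2 fell by 1.54, TENT5B and the protocadherin PCDH9 by 1.38 each, PTGER4, a prostaglandin E receptor, by 1.37 and PRAG1 by 1.35, with adjusted p from 0.0232 to 0.0478. MAP2 and PCDH9 were under the noise level of 5 with tRA, and down to that level they fell by at least 1.53 and 0.65. CLIC3 and PKP1 passed in 1 of the 6 fits that left out an array and the other 6 genes in none, at adjusted p up to 0.271. At a p below 0.00045 and a fold change of at least 1.5, tRA changed 184 probe sets, 144 higher and 40 lower, and with the trial as a block 692, 454 higher and 238 lower. The 48 probe sets at the stricter p were made up of 39 with 1 gene symbol, 2 with several and 7 without a name, and all 48 changed in the same direction in both trials. NIS was in none of these sets. Among the lower probe sets at the stricter p, the ranking left out a probe set each of CYP4B1 and SLITRK6. They fell by 2.22 and 2.07 (adjusted p = 0.00755 and 0.0131 from limma), and the CYP4B1 signal with tRA lay under the noise level. The ranking also left out the 2 probe sets with several symbols, which both fell by more than MAP2 did.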

Genes with high expression are denoted in *red *and genes with low expression are denoted in *green*. 

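Genes that the paper names when it describes or discusses the breast tumors were measured in tRA-treated MCF-7 cells. None of the 7 that could be tested changed (none when adjusted over the list alone or with the trial as a block). Not all were found by its tumor analyses: the paper states that they did not identify PTTG1IP (PBF), and it cites IGF2 from other reports. The log2 fold change over DMSO was 0.26 for PYROXD1 (standard error 0.14, adjusted p = 0.909 from limma) and 0.24 for CARS1, the cysteinyl-tRNA synthetase that the paper calls CARS (standard error 0.13, adjusted p = 0.922). It was −0.22 for IGFBP2, which binds insulin-like growth factors, −0.13 for QRICH1, −0.21 for ESR1, which encodes the estrogen receptor, 0.02 for PTTG1IP and −0.03 for ND6. SPIB was below the signal filter and IGF2 had no probe set of a single gene symbol. CARS1 is 1 of 17 measured cytosolic aminoacyl-tRNA synthetases, which load amino acids onto tRNA. All 17 had a higher mean with tRA, 14 of them in both trials, with a median log2 fold change of 0.18 and WARS1 the farthest at 0.49, and none passed the test (none when adjusted over the list alone or with the block). Camera shifted this list upward (adjusted p = 0.00916, and adjusted p = 0.606 with an estimated correlation).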

No genes were commonly identified by both the MCF-7 cell model and breast tumor analyses. Click here for file

Additional file 2 **Cluster analysis of 44 genes identified to be significantly up- or down-regulated in cell surface NIS-positive breast tumors compared to cell surface NIS-negative breast tumors by Linear Models analysis**. The Linear Models analysis compared gene expression of 4 breast tumors considered to be negative for cell surface NIS protein (0+) to 5 tumors considered to be strongly positive for cell surface NIS protein (2+/3+). (A) Breast tumor IDs, molecular subtypes and cell surface NIS protein levels of breast tumors are indicated on the heat map. Significance was assigned to genes with a False Discovery Rate threshold of ≤0.038% and a p-value < 0.0004. The Linear Models analysis identified 42 genes to be significantly up-regulated and 2 genes to be significantly down-regulated in cell surface NIS-positive tumors compared to cell surface NIS-negative tumors. The cluster analysis shown in the heat map above appeared to cluster ER+ and HER-2/neu breast tumors according to molecular subtype and, within the ER+ molecular subtype, breast tumors appeared to group according to the level of cell surface NIS protein. In general, gene clusters capable of distinguishing between NIS-positive and NIS-negative ER+ and Her-2/neu breast tumors could not be identified. In contrast, cluster analysis distinguished between cell surface NIS-positive and cell surface NIS-negative basal breast tumors. High gene expression is denoted in *red *and low gene expression is denoted in *green *on the heat map. (B) The box and whisker plot examines and compares normalized mRNA expression of IGFBP2 and SPIB among breast tumors scored as 0, 0/1+, 1+, 1+/2+, 2+ or 3+ for cell surface NIS protein. The length of the box represents the interquartile range (i.e., the middle 50% of the data). The median (*line through the middle of each box*), the lower quartile (*bottom line of each box*), and the upper quartile (*top line of each box*) are also specified on the plot for each level of cell surface NIS protein. The sample minimum and maximum values are represented as T-shaped lines extending from the ends of the box. Maximum outliers (*gray squares*) and minimum outliers (*black diamonds*) are also plotted. Click here for file

Additional file 3 **Genes identified to be positively- or negatively-correlated with cell surface NIS protein levels in breast cancer**. The (A) Pearson and (B) Spearman rank correlation analyses compared gene expression of 24 breast tumors to identify genes that highly correlate with cell surface NIS protein levels. The heat maps are labeled with breast tumor IDs, molecular subtypes, and cell surface NIS protein levels corresponding to each breast tumor. Significance was assigned to genes with a correlation coefficient greater than 0.6 in conjunction with a p-value < 0.002. Sixty three genes were positively correlated (n = 44) or inversely correlated (n = 19) with NIS expression by Pearson correlation and 64 genes were positively (n = 42) or negatively (n = 22) correlated with cell surface NIS protein levels by Spearman rank correlation. High gene expression is shown in *red *and low gene expression is shown in *green*. (C) The box and whisker plots examine and compare normalized mRNA expression of two of the most highly correlated genes identified by both analyses, QRICH1 and ND6, among breast tumors scored as 0, 0/1+, 1+, 1+/2+, 2+ or 3+ for cell surface NIS protein. The length of the box represents the interquartile range (i.e., the middle 50% of the data). The median (*line through the middle of each box*), the lower quartile (*bottom line of each box*), and the upper quartile (*top line of each box*) are also specified on the plot for each level of cell surface NIS protein. The sample minimum and maximum values are represented as T-shaped lines extending from the ends of the box. Maximum outliers (*gray squares*) and minimum outliers (*black diamonds*) are also plotted. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

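Gene expression was measured in MCF-7 cells treated with DMSO vehicle, tRA (1 μM) or tRA (1 μM) with hydrocortisone (1 μM) for 12 hours, with 2 arrays per treatment from 2 independent trials, 6 HG U133 Plus 2.0 arrays in all. The authors scanned the arrays with GeneChip Operating Software and made the deposited values with RMA (version not stated), which corrects the background, normalizes between arrays and summarizes the probes of each probe set, in log2 units. The deposited table holds 54675 probe sets per array, and its values were tested for their unit from their range and from the near equal quantiles of the 6 arrays. No array was a copy of another. The signals of the single probes, the quantitative RT-PCR values and the breast tumor datasets are not among these values and were not analyzed.

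The values were analyzed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and plots were drawn in python 3.11.15 with matplotlib 3.10.9. The 62 control probe sets were set aside. The methods of the paper filter by the percentage of samples above noise without giving the values, so a noise level of 5 on the log2 scale in at least 2 of 6 arrays was used, which left 30532 probe sets to test. Of these 25424 mapped to 1 gene symbol, 1223 to several and 3885 to none in the annotation used, and 0 symbols had to be updated. The annotation gave no positions for the probe sets, so none are printed. In a step added after the results were seen, the change was also counted from the noise level where a treatment mean lay under it, with each array at the higher of that level and its signal. This was done for the probe sets tabulated for the named genes and the gene lists, not for every probe set printed. Each treatment had its own mean, all 6 arrays shared 1 estimate of the spread, and the variance was shrunk with eBayes (residual degrees of freedom 3, prior 2.91). A probe set counted as changed at a p below 1 divided by 30532 (3.28e-05), which allows 1 false positive on average, and a fold change of at least 1.5, as the paper states. Both treated groups were compared with the same DMSO arrays, so their changes share the error of those arrays. This was set beside 50 simulations of unchanged groups with shared controls.

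For gene lists and named genes 1 probe set per gene was used, the one with the highest mean signal over the 6 arrays among those of 1 symbol, which gave 13696 genes, and a gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets tested. The lists, the thresholds, the filter, the rule for named genes and the alternatives were set before the data were examined, with the exception named below. The rule named the 10 genes with the largest rise and the 10 with the largest fall past that adjusted p in the same direction in both trials, every gene or family that the paper names, and up to 4 genes per list with the largest moderated statistic. Where no gene passed, the 10 highest and the 10 lowest were taken. The lists were retinoic acid target genes, retinoid metabolism and transport, HOX genes of the A and B clusters, glucocorticoid-induced genes, estrogen-induced genes, nuclear receptors, cell cycle and DNA replication, apoptosis regulators, interferon response, sterol and fatty acid synthesis, cytosolic aminoacyl-tRNA synthetases, ATF4 and unfolded protein response, transforming growth factor β ligands, receptors and targets, thyroid genes and NIS regulators, lactation genes, immediate-early and heat shock genes, hypoxia response, markers of luminal, basal or myoepithelial, fibroblast and leukocyte cells, and the tumor genes. The families that the paper names, with genes that earlier reports found raised by tRA, were lists too. Lists were also tested as sets with camera (preset correlation 0.01) and with an estimated correlation, adjusted over the lists.

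The deviations of the arrays from their treatment means were correlated across probe sets between arrays of the same trial number (0.71 for DMSO with tRA, 0.63 for DMSO with tRA/H and 0.68 for tRA with tRA/H), so the trial number was also fitted as a block (residual degrees of freedom 2, prior 4.38). Genes are not independent replicates in these correlations. Both fits were tested on simulated data with 50 probe sets changed at each size. The simulated noise had the spread of the blocked fit, and the trials differed by the same amount in every treatment. The blocked fit assumes this, so the comparison of the fits favors it by construction. Without the block 0% of 2-fold, 60% of 4-fold and 80% of 8-fold changes passed the paper's thresholds, and with it 86%, 100% and 100%. Of 30332 unchanged probe sets, 0 were called without the block and 2 with it.

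The alternatives were the block, a fit of only the 4 arrays compared, 2 other scalings between arrays, 2 other variance models, other filters (none, 4, 6, or 5 in all 6 arrays), other thresholds (a p of 0.00045, no fold minimum, or an adjusted p of 0.05), genes in place of probe sets, other set tests and leaving out each array in turn. When 1 array is left out its treatment has a single array, which is assumed to vary like the other groups. The block together with a p of 0.00045 was added after the split by trial was seen. The number of arrays limits the precision, since 2 arrays against 2 allow no two-sided permutation p below 0.333.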

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

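In this part the tests that weigh the 2 explanations in the last paragraph were chosen only after the result was seen.

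The text of the paper does not name the genes below, and its list of changed genes in Additional file 1 was not at hand. They changed between DMSO vehicle- and tRA-treated MCF-7 cells at an adjusted p under 0.05 in limma, with the spread estimated over all 6 arrays. The log2 fold change was 4.90 for CDH5, 4.60 for DHRS3, 4.27 for ANG, 3.85 for SHROOM1, 3.58 for HOXB3, 3.33 for NR5A2 and 2.97 for HOXB6. It was −1.92 for PKP1 and −1.74 for MAP2. CDH5, HOXB3, NR5A2 and HOXB6 with DMSO and MAP2 with tRA lay under the noise level of 5, so their sizes are not exact, and counted from that level they were at least 3.39, 2.71, 2.79, 2.91 and −1.53. All 9 changed in the same direction in both trials, which was a condition for being named and is not a result. CDH5 and DHRS3 passed whichever array was left out, MAP2 in no such fit (adjusted p up to 0.170), and the other 6 in some. SHROOM1 missed it without DMSO replicate 2 (0.0532), NR5A2 without either DMSO array (up to 0.0841), HOXB3, HOXB6 and ANG without either DMSO array or tRA replicate 2 (up to 0.0841, 0.127 and 0.144), and PKP1 passed only without tRA replicate 1 (up to 0.127 in the others).

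The methods of the paper describe linear models between DMSO-, tRA- and tRA/H-treated cells, and its text gives no count of genes changed by tRA/H. Against DMSO, tRA/H changed 52 probe sets at the paper's thresholds, 43 higher and 9 lower, and 240 with the trial as a block. The count was 13 without DMSO replicate 1, 13 without DMSO replicate 2, 13 without tRA/H replicate 1, 14 without tRA/H replicate 2 and 41 without either tRA array. AZGP1 rose by 3.56 on the log2 scale, or by at least 1.60 counted from the noise level, under which it lay with DMSO, and missed the adjusted p of 0.05 without either DMSO array or tRA/H replicate 2 (up to 0.0863).

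Between tRA/H and tRA, the interferon response genes were shifted downward in camera with a preset correlation (adjusted p = 0.0134, from 9.17e-09 with the block to 0.986 with an estimated correlation). All 16 measured members had a lower mean with tRA/H, 14 of them in both trials, and none passed the test. The interferon genes also differed between the trials, as the other observations describe.

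The glucocorticoid-induced genes were shifted upward in the same test (adjusted p = 1.46e-04), although limma called 0 probe sets there with or without the block (313 at an unadjusted p under 0.05, and 1621 with the block). The median log2 change of the list was 0.10 in trial 1 and 0.14 in trial 2, and 3 of its 20 measured genes had a difference of at least 1.5-fold. The number of arrays may limit the calls for changes near 1.5-fold, since in simulated changes of tRA over DMSO with the block 14% of 1.5-fold, 86% of 2-fold and 100% of 4-fold changes passed the threshold. At an adjusted p of 0.05 in limma, 60%, 96% and 100% of them passed. The simulated data followed the model of the blocked fit, so these shares may be too high for the measured data. AZGP1, at a log2 difference of 1.64 (1.58 counted from the noise level), missed the threshold with the block by a small margin. Its unadjusted p was 7.19e-05 from limma, beside the 3.28e-05 needed (standard error 0.18, adjusted p = 0.406). Whether hydrocortisone raised these genes as a set stays open, because the adjusted p was 0.438 in camera with an estimated correlation. In that test the unadjusted p was 0.0156, and the correlation estimated for the list was −0.0167, below the preset one. A strong correlation between genes therefore does not account for the lost call. The adjusted p ranged from 1.43e-04 with the mean of all probe sets of a gene to 0.933 with an estimated correlation and the block. With fry it was 0.871.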

How the results depend on the processing

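Of the settings in this part, only the block together with a p of 0.00045 was chosen after the result was seen. The probe sets changed by tRA over DMSO (48) and by tRA/H over DMSO (52) stayed within 1.5 times these counts under 2 other scalings, 2 other variance models, no filter, noise levels of 4 and 6 and no fold minimum. For tRA they became 227 with the trial as a block, 20 with only the 4 arrays compared, 30 with a log2 signal above 5 in all 6 arrays, 184 at a p of 0.00045, 25 counted as genes, and 692 with the block at a p of 0.00045. For tRA/H they became 240, 41 (within 1.5 times), 30, 185, 28 and 734 under the same settings. At an adjusted p of 0.05 the 42 higher and 6 lower with tRA became 103 and 20, and the 43 higher and 9 lower with tRA/H became 94 and 24. Between tRA/H and tRA the count of 0 became 2 at a p of 0.00045 and 22 with the block at that p, and was 0 in all other settings. The overlap of the tRA and tRA/H calls rose from 41 to 194 with the block. Leaving out 1 array gave 11 (without DMSO replicate 2) to 23 (without tRA replicate 1) for tRA (14 without DMSO replicate 1, 17 without tRA replicate 2, 20 without either tRA/H array), 13 (without either DMSO array or tRA/H replicate 1; 14 without tRA/H replicate 2) to 41 (without either tRA array) for tRA/H and 0 between tRA/H and tRA. NIS passed the paper's thresholds in no setting, and its log2 fold change over DMSO without 1 array ran from 0.04 to 1.72 with tRA and from 0.54 to 1.87 with tRA/H. Its change between tRA/H and tRA turned negative without tRA replicate 2 (−0.51) and without tRA/H replicate 1 (−0.34), and was highest without tRA replicate 1 (1.16). The stricter or looser thresholds, the smaller sets of arrays and the count by genes change these numbers by construction, and the block by removing the difference between trials from the spread (standard error of NIS 0.19 in place of 0.68). Among 6836 values of 435 results for named genes in other settings, 6380 kept their call and direction, 229 lost the call, 87 gained it, 140 changed sign without a call and none reversed a call. Of 420 values for the gene lists 363 kept theirs, 19 lost it, 7 gained it and 31 changed sign without a call, and 14 of the 19 were lost with an estimated correlation. The cause was not tested for the others. For genes and lists alike, a result without a call in the main fit counts as kept where it stayed without one. The kept values therefore do not measure how firm the calls are. The mean log2 signal of NIS was 6.84, above the noise level of 5, and genes whose probe sets stay below that level could not be assessed.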

Differences from the paper's values

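The paper reports 138 genes changed by tRA, and 48 probe sets passed the rule of its methods here, at a p below 3.28e-05 for 30532 probe sets tested. The paper does not state how many it tested. Under that rule its larger p would go with fewer probe sets tested, so the 48 and the 138 stand at unlike thresholds. At the p that its Additional file 1 gives, 0.00045, with a fold change of at least 1.5, 184 probe sets passed. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's at that p and at an adjusted p of 0.05 (103 higher and 20 lower). It was not with the trial as a block (227), with only the 4 arrays compared (20), under the other scalings (48 and 46), variance models (51 and 48) and filters (30 to 53), with no fold minimum (48), counted as genes (25) or without any 1 array (11 to 23). With the block at a p of 0.00045, a setting chosen after seeing the values, it was 692 and outside too. The paper counts genes, and its list of genes is not among the values analyzed, so no count of shared genes can be given.

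The paper reports 110 genes lower with tRA, and 6 probe sets were lower here at the stricter p. None of the alternatives set before the data were examined came within 1.5 times the paper's count. They gave 61 with the block, 40 at a p of 0.00045, 20 at an adjusted p of 0.05, 2 counted as genes and 0 to 7 in the others. With the block at a p of 0.00045, chosen after seeing the values, 238 were lower and 454 higher. The paper reports 28 genes higher, and the 42 probe sets here, at a stricter p than its Additional file 1 gives, are 1.5 times that, not over it. Of the alternatives set before the data were examined, the higher count was over 1.5 times away from the paper's with the block (166), at a p of 0.00045 (144), at an adjusted p of 0.05 (103), with no filter (47), with an intensity trend (45), at a noise level of 6 (44) and without DMSO replicate 1 (14), DMSO replicate 2 (11) or tRA replicate 2 (17). It was within 1.5 times in the others (20 to 42). In every setting more probe sets were higher than lower, while the paper states that more genes were lower.

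The paper names families with genes that earlier reports found raised by tRA, and states that such genes were among those it identified. It does not give their direction in its own cells. Ceruloplasmin (CP at a log2 fold change of 4.63) rose here. CP, CYP26A1 and CYP26B1 lay under the noise level of 5 with DMSO, and counted from it they rose by at least 3.49, 5.66 and 3.79. Of 23 measured cytochrome P450 genes 9 had a higher mean and 14 a lower one. CYP26A1 (6.01) and CYP26B1 (5.05) rose, and 1 probe set of CYP4B1 fell by 2.22 (adjusted p = 0.00755 from limma), to a signal under the noise level. The 3 ligand genes of transforming growth factor β were lower in both trials and did not pass the test (TGFB1 at −0.28, TGFB2 at −0.83 and TGFB3 at −0.58), while TGFBI, a matrix protein that these ligands induce, rose (2.68). No gene of the other families passed the test as higher without the block. S100A16 (−1.37) and LYPD6B (−1.51) fell, and LMNA had −0.90. With the trial as a block, 3 cytochrome P450 genes rose and 1 fell, 2 of 42 measured G-protein coupled receptor genes rose (GPRC5A at 1.32 and GPR160 at 0.96) and 2 fell, 2 of 16 S100 genes rose (S100P at 0.75 and S100A9 at 0.73) and 4 fell, 0 of 9 LY6/PLAUR genes rose and 3 fell, and LMNA and TGFB3 fell.

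For single trials, Fig. 2B shows NIS folds over DMSO read by eye as about 2.6 with tRA and about 2.5 with tRA/H in trial 1. Here they were 2.45 and 2.72, so that tRA/H was the higher of the pair, as it was with median-centred arrays (2.46 and 2.70) and after quantile normalization (2.37 and 2.64). In trial 2 the figure shows about 1.7 and about 2.4, and here they were 1.38 and 1.96. None of these 4 folds differs from the paper's by over 1.5 times, nor do the means of the trials, 1.92 and 2.34 beside the paper's 2.1 and 2.4.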

Other observations

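In this part the tests between trials, and those that weigh the higher probe sets and the spread of NIS, were chosen only after the result was seen, with the exception of the test of dim signal.

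Gene groups not described above held few genes that passed the test with tRA in MCF-7 cells. Of 17 measured luminal epithelial markers the transcription factor ELF3 rose (log2 fold change 1.58, adjusted p = 0.0125 from limma, up to 0.145 when 1 array was left out). The mucin gene MUC1 had −0.69 and was the 1 marker lower when adjusted over the list alone, beside ELF3 as the 1 higher. MUC1 and SPDEF fell with the trial as a block. Of 11 measured hypoxia response genes, 0 passed over all probe sets, but 4 were higher when adjusted over the list alone, NDRG1 (1.48), EGLN3 (0.82), the angiogenic factor VEGFA (0.52) and ADM (1.32). With the block NDRG1, EGLN3, ADM and PDK1 rose, and VEGFA did not pass (adjusted p = 0.0597). Of 6 measured basal or myoepithelial markers CAV1, the main protein of caveolae, had −2.66 (adjusted p = 0.0758, and 0.00138 with the block). Of 24 measured estrogen-induced genes 0 passed, and when adjusted over the list alone IGFBP4 (0.95) was higher and CA12 (−1.11) lower. With the block IGFBP4 rose and CA12 fell. Of 16 measured interferon response genes PSMB9 (1.06) and IRF1 (1.08) were higher when adjusted over the list alone and rose with the block, and none was lower. Of 18 measured genes of ATF4 and the unfolded protein response, TRIB3 (−0.69) was lower when adjusted over the list alone, and with the block TRIB3 fell and SLC7A5 rose. Of 6 measured fibroblast markers COL6A3 (1.08, from a DMSO mean of 4.63 under the noise level) and of 5 leukocyte markers CD14 (2.54) were the ones higher when adjusted over the list alone, and both rose with the block. Of 31 measured cell cycle and DNA replication genes, 12 immediate-early and heat shock genes, 13 nuclear receptors, 14 apoptosis regulators and 13 genes of sterol and fatty acid synthesis, 0 passed in either count. With the block 1 apoptosis regulator fell, BCL2L11 (−0.59), and 1 sterol gene rose, SC5D (0.59). BCL2L11 was named after its value was seen. Over all 30532 probe sets 2069 had an unadjusted p under 0.05.

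With tRA/H over DMSO, CYP26A1 rose by 6.19, CDH5 by 4.52, CYP26B1 and DHRS3 by 4.50 each, CP by 4.38, ANG by 4.05, SHROOM1 by 3.74, HOXB3 by 3.48 and NR5A2 by 3.43. Of these CYP26A1, CDH5, CYP26B1, CP, HOXB3 and NR5A2 lay under the noise level of 5 with DMSO, so their sizes and order are not exact, and counted from it they rose by at least 5.84, 3.00, 3.25, 3.25, 2.61 and 2.90. CLIC3 fell by 3.42, PTGER4 by 1.89, MAP2 by 1.84, PKP1 by 1.65, CRIP2 by 1.65, LYPD6B by 1.60, BLNK, an adaptor of B-cell receptor signaling, by 1.52, PRAG1 by 1.44, TENT5B by 1.43 and NECAB1 by 1.31. MAP2 and BLNK lay under the noise level with tRA/H, and down to it they fell by at least 1.53 and 0.82. Of these genes and AZGP1, 3 passed an adjusted p of 0.05 whichever array was left out (CYP26A1, DHRS3 and CP), and 4 in no such fit (LYPD6B, BLNK, TENT5B and NECAB1, adjusted p up to 0.319). Of 19 measured retinoic acid target genes 5 rose (9 higher and 2 lower when adjusted over the list alone, and 10 rose with the block), and of 12 genes of retinoid metabolism and transport 4 (8 higher and 1 lower when adjusted over the list alone, and 7 rose with the block). LYPD6B was the 1 of 9 LY6/PLAUR genes that fell (4 lower when adjusted over the list alone), and with the block LYPD1 (−1.38) and LYPD3 (−1.63) fell too. Over tRA alone limma called 0 probe sets (313 at an unadjusted p under 0.05). Among the genes named by rank are AZGP1 (1.64), the transcriptional repressor BCL6 (1.15), the glucocorticoid-induced factor KLF9 (0.97), ELOVL5 (0.97), the keratin KRT13 (0.88) and PSTPIP2 (0.85) above, and NECAB1 (−0.61) and MAP3K8 (−0.85) below, each with an adjusted p of 1 and not under 0.406 with the block. AZGP1 and KLF9 were the 2 glucocorticoid-induced genes higher when adjusted over the list alone.

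Across probe sets the log2 fold changes of tRA and of tRA/H over DMSO had a correlation of 0.87, where simulated unchanged groups with the same shared DMSO arrays gave 0.50, and a covariance of 0.0982 against 0.0249. With the spread of the blocked fit the simulated covariance was 0.00849. Probe sets are not independent replicates. Of the changed probe sets 35 were higher and 6 lower in both, and 0 went opposite ways. The simulated groups shared 0.14 and 0.2 on average, but held no changed probe sets. They had almost no calls to share and do not weigh the overlap. The DMSO arrays were not split between the comparisons. The overlap was 194 with the trial as a block.

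In limma the trials differed at 260 probe sets past the paper's thresholds with the block, 136 higher and 124 lower in trial 2. Of 16 measured interferon response genes all had a lower mean in trial 2 and 14 passed an adjusted p of 0.05, with a median log2 difference of −1.06. Of 31 cell cycle and DNA replication genes 4 had a lower mean in trial 2, 11 passed as higher and none as lower. Camera gave adjusted p = 3.33e-09 and 8.31e-06, and adjusted p = 0.547 for both with an estimated correlation. Of 16 S100 genes 15 had a lower mean in trial 2 and 6 passed as lower. Among the largest differences, named after their values were seen, were S100A7 (−3.17) and IFI27 (−2.81).

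The probe sets past the threshold with tRA were mostly higher. Exchanged labels of DMSO and tRA arrays would put the retinoic acid target genes below DMSO in at least 1 trial, and their median log2 fold change was 1.09 in trial 1 and 0.98 in trial 2, which argues against it. The filter, the threshold and the block did not turn the balance, as the share of higher probe sets was at least 65.6% over the alternatives and 61.8% with the block at an adjusted p of 0.05 with no fold minimum. The size of the share depends on the threshold, and was 54.6% with the block at an unadjusted p under 0.05. No biological explanation was tested.

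NIS varied more between trials than most probe sets, with an SD within treatments at percentile 99.3. A dim signal is argued against, since of 5647 probe sets within 0.5 of its mean log2 signal 0.815% had an SD as large. NIS was lower in trial 2 under all 3 treatments, and the standard error of its change with the block was 0.281 times that without it, which describes a difference shared by the treatments and not what made it. A response to tRA that differs between trials cannot be told apart from noise, because the log2 fold changes of the trials differ by 0.83 and no trial holds replicate arrays. What differed between the trials, in cells or in handling, was not tested.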
